A study of Mus musculus with 16 samples.

How the data were processed

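The study profiled 2 histone modifications in mouse late 2-cell embryos, collected 36 h after fertilization, by ultra-low-input native chromatin immunoprecipitation and sequencing (ULI-NChIP-seq). In this assay native chromatin is digested with micrococcal nuclease, without crosslinking, and the fragments bound by an antibody are sequenced. Per the labels, zygotes had been injected either with water (control) or with mRNA encoding a mutant Hdac1 (mutant). The 16 libraries formed 8 groups of 2, namely immunoprecipitation and input libraries for each modification in each condition. Sample groups were taken from the titles of the samples.

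The data analysed were 4 peak lists deposited by the authors, 1 for each immunoprecipitation group. Per the labels, both libraries of a group are described by the same list. The labels do not state whether reads were pooled before calling or separate calls were combined. Each list holds 3 columns, the chromosome, start and end of each peak, with no height, score, fold enrichment or p-value. The peak caller, its threshold, the aligner and the genome build are not stated in the labels or the lists. No read counts or signal values of the libraries were analysed here. The sequencing depth is therefore unknown, and peaks could not be ranked by strength or compared between replicate libraries. The input libraries enter only through whatever use the authors made of them in calling.

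Some properties of the calling were read from the deposited positions. Within each list no peaks overlapped. The smallest peak width was 168 bp in the control H3K27ac list, 149 bp in the mutant H3K27ac list, 169 bp in the control H3K4me3 list and 182 bp in the mutant H3K4me3 list. The smallest gap between neighbouring peaks was 681, 602, 684 and 734 bp in the same order, between 4.03 and 4.05 times the smallest width. The lists were thus made with different limits on width and on joining, which can change the number and width of peaks. An alternative with common limits was therefore added after these values were seen: peaks less than 750 bp apart were merged and peaks under 200 bp dropped in all 4 lists.

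The names of the unplaced scaffolds in the lists are those of GRCm38. Positions were read as BED intervals and are printed 1-based. Gene positions came from a RefSeq gene table of GRCm38.p6. As a check of the build, windows of 2 kb on each side of the ends of protein-coding genes were moved along the chromosomes. In the control H3K4me3 list 55.7% of the windows in place held a peak, against 41.3% and 41.04% of windows moved by 10 kb to either side. The excess was small for H3K27ac, with 40.6% in place against 37.8% on either side in the control list. In the mutant H3K27ac list it was 41.1% against 39.5% and 39.2%. The table gives no strand, exons or untranslated regions. Transcription start sites could not be told from gene ends, so the planned promoter windows were replaced by windows of 2 kb on each side of both ends of a gene, and a gene was counted as marked when either window held a peak. The shares of exons and introns were not computed. Positions were divided into these gene-end windows, gene bodies beyond them, and sequence between protein-coding genes.

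Analyses used chromosomes 1 to 19, X and Y. Peaks on unplaced scaffolds, between 0.0163% and 0.123% of a list, were left out. A peak was counted as shared when it overlapped a peak of the other list by at least 1 bp. Shares are given with 95% Wilson intervals, which cover counting error only. Chance overlap was estimated from 100 circular shifts of 1 list within each chromosome. The span of 2722 Mb was set by the largest positions in the lists and the gene table. Such shifts do not keep the regional density of peaks, so part of an excess over chance can come from it. Broad peaks were defined as wider than 5 kb. With 1 list per group there is no measure of replicate error, so no test of the conditions was made and no p-values are given. Differences described below are differences between deposited lists.

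For 5 gene lists written before the data were examined (2-cell, ribosome biogenesis, housekeeping, oocyte and differentiated-tissue genes), the number of genes that lost or gained a peak was placed among 10000 random lists. The random lists had the same number of genes with and without a control peak. Of the 32 listed 2-cell genes, 30 were matched to protein-coding entries; all genes of the other lists were matched, 1 housekeeping gene by a synonym. Of the genes named in the text, 17 were fixed before the data were examined. The other named items are the 3 widest peaks of each list on chromosomes 1 to 19 and X with no overlap in the other condition, a rule also fixed in advance, and the genes over or beside them. The breakdowns by chromosome and by width class were not planned and were chosen after the lists had been seen.

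Alternatives chosen before the lists were seen covered the minimum overlap, the wider 50% of each list in place of a score threshold, lists reduced to equal size by width, merging of peaks less than 1 kb apart, a minimum width of 500 bp, autosomes alone, other window sizes, other limits for broad peaks, and random placement in place of shifts. Chance shares under the alternatives came from 20 shifts. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The interval functions were tested by setting the control lists against simulated lists of partner peaks. All 77349 control H3K27ac and 86798 control H3K4me3 peaks were correctly classified as with or without a partner. On the deposited lists, the numbers of overlapping peaks differed from those of bedtools 2.31.1 by 0.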

Results

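The genomic distribution of H3K27ac and H3K4me3 was compared between control and mutant late 2-cell mouse embryos. H3K27ac is an acetylation of histone H3 found at active promoters and enhancers. H3K4me3 is a methylation of histone H3 best known from promoters. In these lists, however, gene-end windows held only 21.02% of control and 19.9% of mutant H3K4me3 bases. Hdac1 encodes a histone deacetylase, an enzyme that removes acetyl groups from histones. Control embryos had received water and mutant embryos Hdac1 mutant mRNA at the zygote stage. The comparison addressed whether a mutant Hdac1 mRNA alters where both modifications lie around zygotic genome activation. Because control embryos received no mRNA, effects of the mutation, of added Hdac1 and of the injected mRNA itself cannot be separated. Each of the 4 conditions of mark and injection was represented by 2 immunoprecipitation libraries and 2 input libraries, and by a single peak list. No value below therefore has a replicate error, and the sequencing depth of the libraries is unknown.

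The control H3K27ac list held 77349 peaks on chromosomes 1 to 19, X and Y, and the mutant list held 122487 peaks, a ratio of 1.58. The covered length was nearly equal, with 251.6 Mb in control and 245.9 Mb in mutant embryos, a ratio of 0.977. The mutant peaks were narrower in the middle and upper part of the distribution. The median width was 1177 bp in control and 1053 bp in mutant embryos, and the upper quartile was 3897 bp and 2492 bp, whereas the lower quartile was 403 bp and 423 bp. The alternative that moved the ratio of peak numbers most was the use of common limits on gap and width, which gave 1.43.

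For H3K4me3, the number of peaks was nearly equal, with 86798 in control and 85780 in mutant embryos, a ratio of 0.988. This ratio moved to 1.03 under common limits and to 1.001 on the autosomes alone, so no direction can be given. The covered length was 257.0 Mb in control and 279.4 Mb in mutant embryos, a ratio of 1.09. The median width was 1681 bp and 1748 bp, respectively.

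Broad peaks changed in opposite directions for the 2 marks. H3K27ac peaks wider than 5 kb numbered 15429 in control and 12154 in mutant embryos, that is 19.9% and 9.92% of the lists. H3K4me3 peaks wider than 5 kb numbered 14466 in control and 17486 in mutant embryos, or 16.7% and 20.4% of the lists. The H3K27ac ratio of 0.788 depended on the limit. It was 0.44 for peaks wider than 10 kb, but 1.06 for peaks wider than 3 kb. Merging of peaks less than 1 kb apart brought it to 0.989, and common limits to 0.888. The H3K4me3 ratio of 1.21 stayed above 1 at 3 kb (1.08) and at 10 kb (1.32). The widest H3K27ac peak spanned 102512 bp in control and 44287 bp in mutant embryos.

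**Figure D1:**
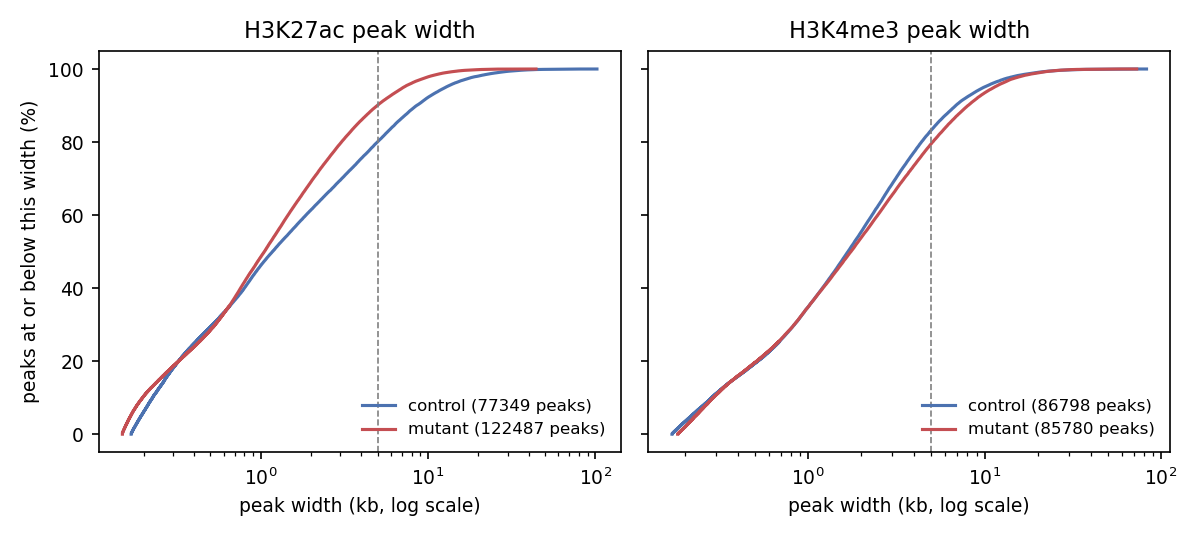
Cumulative share of peaks (y axis, percent) at or below a given width (x axis, kb, log scale) for H3K27ac (left) and H3K4me3 (right) in control (blue) and mutant (red) lists; the dashed line marks 5 kb. The mutant H3K27ac curve lies above the control curve at 5 kb (9.92% against 19.9% of peaks wider), and the H3K4me3 curves lie in the opposite order (20.4% against 16.7%).

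To ask how far the peaks of both conditions fell at the same places, the lists were compared by overlap. Of the control H3K27ac peaks, 39.1% (95% Wilson interval 38.8 to 39.5) overlapped a mutant peak, against 19.4% under circular shifts (range 18.7 to 20.04). Of the mutant H3K27ac peaks, 32.2% (31.9 to 32.5) overlapped a control peak, against 14.5% under shifts (13.9 to 15.05). This left 47088 control-only and 83043 mutant-only H3K27ac peaks. For H3K4me3, 47.8% (47.4 to 48.1) of control peaks overlapped a mutant peak, against 18.4% under shifts. Of the mutant H3K4me3 peaks, 45.7% (45.3 to 45.99) overlapped a control peak, against 18.1% under shifts. The control-only and mutant-only H3K4me3 peaks numbered 45333 and 46618. The shared bases amounted to 108.1 Mb for H3K27ac and 148.2 Mb for H3K4me3. The strictest criterion, a reciprocal overlap of 50%, lowered the share of control H3K27ac peaks the most, to 10.6%.

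Overlap rose steeply with peak width. Of H3K27ac peaks of 500 bp or less, 11.6% in control and 10.3% in mutant embryos overlapped the other list, against 10.6% and 10.2% under shifts. For H3K4me3 peaks of that class the shares were 14.5% in control and 9.71% in mutant embryos, against 11.8% and 10.9% under shifts. Among peaks wider than 10 kb, 93.6% of control and 94.8% of mutant H3K27ac peaks overlapped the other list, against 48.8% and 36.7% under shifts. The shares for H3K4me3 peaks wider than 10 kb were 96.5% and 98.1%. Most peaks found in a single condition were narrow, with a median width of 647 bp for control-only and 723 bp for mutant-only H3K27ac peaks, and of 900 bp and 873 bp for H3K4me3. Still, 2591 control-only and 2071 mutant-only H3K27ac peaks were wider than 5 kb, as were 1798 control-only and 1638 mutant-only H3K4me3 peaks.

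The widest condition-specific peaks were located on GRCm38. The widest control-only H3K27ac peak covered 29299 bp of chromosome 13 (37714091 to 37743389). It lay over Gm40918, which is not protein-coding, and 34993 bp from the coding gene Rreb1. The next were 29020 bp on chromosome 19 (36939518 to 36968537) within Btaf1 and 28567 bp on chromosome 4 (44993100 to 45021666) over Zbtb5 and Polr1e. The widest mutant-only H3K27ac peak covered 20188 bp of chromosome 10 (39580487 to 39600674). It lay over Gm16364 and Gm40627, neither protein-coding, and 12260 bp from Traf3ip2. It was followed by 19069 bp on chromosome 12 (83546164 to 83565232) at Zfyve1 and 18723 bp on chromosome 4 (119570732 to 119589454) within Foxj3. The widest control-only H3K4me3 peak covered 22119 bp of chromosome 3 (88390765 to 88412883) over Pmf1 and Slc25a44. The second was 18872 bp on chromosome X (155189004 to 155207875), 5251 bp from Sat1, and the next 18855 bp on chromosome 11 (61758529 to 61777383) over Prpsap2 and Ulk2. Mutant-only H3K4me3 peaks of 18717 and 18642 bp lay on chromosome 1 (132672142 to 132690858) within Nfasc and on chromosome 4 (48097200 to 48115841), 9065 bp from Stx17. The next, of 16622 bp, lay on chromosome 1 (73850680 to 73867301), over 6030407O03Rik and Mir6351, neither protein-coding, and 42931 bp from Tns1. When peaks less than 1 kb apart were merged, 9 of these 12 peaks still had no overlap in the other list. The exceptions were the peaks at Zbtb5 and Pmf1 and the peak near Stx17. Under common limits 11 of the 12 had no overlap, the exception being the peak near Stx17.

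**Figure D2:**
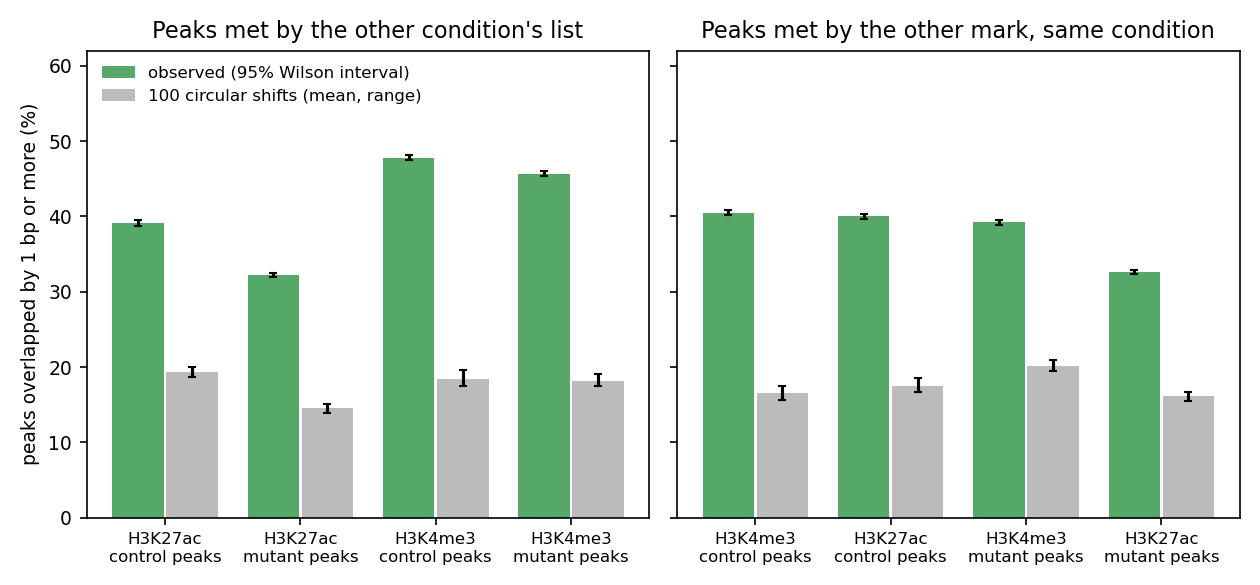
Share of peaks (y axis, percent) that overlap the other condition's list of the same mark (left) or the other mark's list in the same condition (right) by 1 bp or more. Green bars are observed shares with 95% Wilson intervals and grey bars the mean and range of 100 circular shifts. Every observed share, from 32.2% to 47.8%, lies above its shifted range, which reaches 20.97% at most. The shifts do not keep the regional density of peaks.

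Peak positions were next set against protein-coding genes. Windows of 2 kb around gene ends made up 5.49% of the chromosome span, gene bodies beyond them 34.9% and sequence between genes 59.6%. H3K27ac covered bases lay between genes for 37.03% in control and 42.1% in mutant embryos. Gene-end windows held 14.6% and 13.1% of H3K27ac bases, and gene bodies 48.4% and 44.8%. In absolute terms, H3K27ac coverage between genes rose from 93.2 to 103.6 Mb while coverage of gene bodies fell from 121.7 to 110.1 Mb. For H3K4me3, 41.7% of covered bases in control and 43.05% in mutant embryos lay between genes, and gene-end windows held 21.02% and 19.9%. Counted by peak midpoints, the intergenic share was 2.39 percentage points higher in mutant than in control embryos for H3K27ac and 1.46 points higher for H3K4me3. With lists reduced to equal size by width, the H3K27ac difference changed sign, to -0.97 points. That setting removes only narrow mutant peaks, which lie between genes more often than wide ones in both lists. Within width classes, the H3K27ac intergenic share was higher in mutant in 5 of 6 classes, with differences from -0.49 to 2.97 points. The H3K4me3 share was higher in mutant in 3 of 6 classes, with differences from -3.61 to 5.78 points, so for that mark the direction depended on the width.

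**Figure D3:**
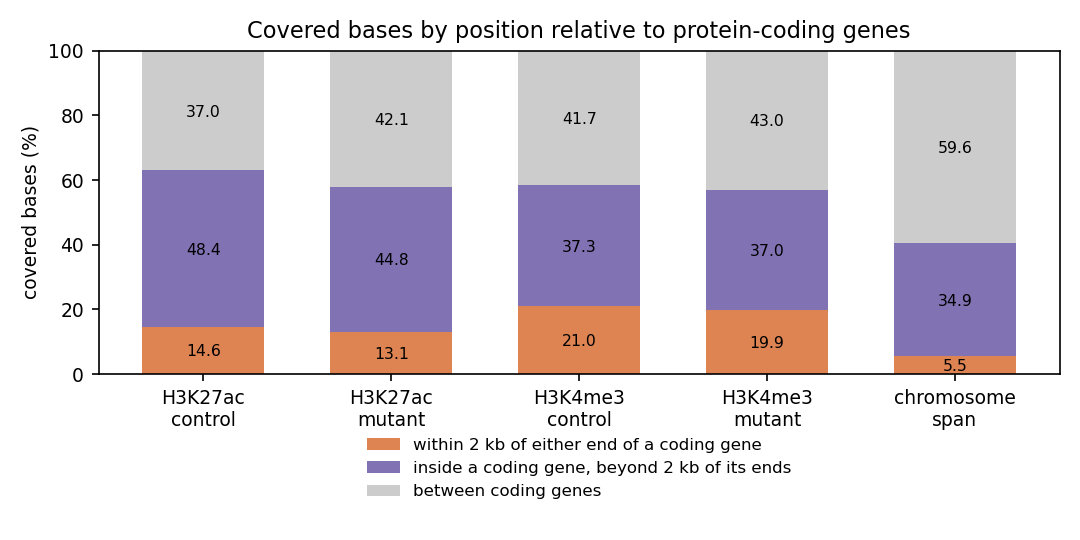
Share of covered bases (y axis, percent) within 2 kb of either end of a protein-coding gene (orange), inside a gene beyond these windows (purple) and between genes (grey), for each list and for the chromosome span. The intergenic share of H3K27ac was 37.03% in control and 42.1% in mutant embryos, against 59.6% of the span.

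At the level of genes, 12005 of 21887 protein-coding genes had an H3K27ac peak at a gene end in control and 12697 in mutant embryos. Of these, 9278 genes were marked in both, 2727 in control only and 3419 in mutant only. The order of the last counts depended on the length of the lists, since lists of equal size gave 3231 control-only and 2566 mutant-only genes. H3K4me3 marked 16351 genes in control and 15951 in mutant embryos, with 14890 in both, 1461 in control only and 1061 in mutant only. Loss was therefore more frequent for H3K27ac, at 22.7% of control-marked genes, than for H3K4me3, at 8.94%. These rates are hard to compare, because H3K27ac peaks were less tied to gene ends. In control embryos 40.6% of single gene-end windows held an H3K27ac peak, against 37.8% of windows moved by 10 kb to either side. For H3K4me3 the values were 55.7% in place and 41.3% and 41.04% when moved. How far the loss of H3K27ac is specific to gene ends was not tested. Of 11149 genes with both marks in control embryos, 76.3% kept both in mutant embryos, 18.05% had H3K4me3 alone and 3.63% had H3K27ac alone. Of 5202 genes with H3K4me3 alone in control embryos, 44.2% had both marks in mutant embryos.

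The preset gene lists were compared with random lists of the same control state. All 40 ribosome biogenesis genes had an H3K27ac peak in control and 33 in mutant embryos. The 7 losses lay at percentile 22.1 of the random lists. All 30 housekeeping genes had an H3K27ac peak in control and 23 in mutant embryos, with the losses at percentile 54.4. The 2-cell genes had 26 marked genes of 30 in both conditions, with 2 lost and 2 gained, and the losses lay at percentile 2.91. For H3K4me3, the ribosome biogenesis genes lost 0 of 40 marked genes, at percentile 1.16, and the housekeeping genes lost 1 of 30, at percentile 15.02. The 2-cell genes went from 25 to 23 H3K4me3-marked genes, with 5 lost and 3 gained, at percentiles 95.7 and 97.2. Oocyte genes with H3K27ac rose from 18 to 21 of 30, and the 8 gains lay at percentile 98.7. Their H3K4me3-marked genes rose from 25 to 27, with the 3 gains at percentile 97.2. The differentiated-tissue genes rose from 13 to 18 of 36 for H3K27ac. For H3K4me3 they rose from 16 to 19, with 4 lost and 7 gained, at percentiles 96.96 and 95.6. Of 16 such percentiles, 2 lay outside the central 95%, where 0.8 were to be expected by chance, and 8 lay outside the central 90%, where 1.6 were to be expected. With random lists drawn from all protein-coding genes these numbers were 1 and 4. The random lists treat genes as independent, whereas several 2-cell genes, such as the Zscan4 and Obox genes, are similar copies. They were matched on neither peak width nor clustering of genes. An excess over the expected numbers therefore cannot be read as a property of the preset lists.

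Among the 17 genes fixed in advance, 16 had an H3K27ac peak at a gene end in control and 14 in mutant embryos. Npm1 (chromosome 11, 33152498 to 33164142) had a control H3K27ac peak of 26996 bp and none in mutant embryos within 2 kb of its ends, although windows of 5 kb did reach a mutant peak. Gapdh (chromosome 6, 125161852 to 125166467) had a control H3K27ac peak of 9915 bp and none in mutant embryos. Hdac3 had no H3K27ac peak in either condition, although windows of 5 kb reached one in both. H3K4me3 marked 16 of the 17 genes in each condition. Zscan4c lacked it in control and Obox3 in mutant embryos. Both belong to families of similar copies, where reads of one gene can be placed at another, so these calls are uncertain. Hdac1 (chromosome 4, 129516104 to 129542646) was marked by both modifications in both conditions. Its widest H3K27ac peak measured 13709 bp in control and 8308 bp in mutant embryos. Hdac2, Kdm5a, Kdm5b and Kdm5c were likewise marked by both modifications in both conditions. At Dppa2 (chromosome 16, 48310274 to 48319513), the widest H3K27ac peak measured 46683 bp in control and 9238 bp in mutant embryos. The control had 1 H3K27ac peak there and the mutant 4, so the widths of single peaks do not give the loss of covered sequence. The widest H3K4me3 peak at Dppa2 measured 38632 bp in control and 10196 bp in mutant embryos. It was wider in mutant at other genes, with 32422 and 42350 bp at Hdac1, 14395 and 36153 bp at Actb, and 7582 and 16133 bp at Kdm5a. Among named genes with a peak in both conditions, the widest H3K27ac peak was narrower in mutant at 12 of 14 genes, and the widest H3K4me3 peak was narrower at 7 and wider at 8 of 15.

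The co-occurrence of both marks was compared within each condition. Of H3K4me3 peaks, 40.5% (40.2 to 40.8) in control and 39.2% (38.9 to 39.5) in mutant embryos overlapped an H3K27ac peak. Chance overlap was 16.6% (15.7 to 17.5) in control and 20.2% (19.5 to 20.97) in mutant embryos, so the observed share was 2.44 and 1.95 times the chance share. The difference was larger when at least 50% of an H3K4me3 peak had to be covered, with 32.9% in control and 23.9% in mutant embryos. The bases under both marks fell from 135.6 Mb in control to 100.9 Mb in mutant embryos, or from 52.8% to 36.1% of the H3K4me3 bases. Relative to circular shifts this was 5.23 times chance in control and 3.69 times in mutant embryos.

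Chromosomes were examined after the lists had been seen. On the 19 autosomes the ratio of H3K4me3 covered length, mutant to control, lay between 1.01 and 1.18, whereas on the X chromosome it was 0.634. The X held 3561 H3K4me3 peaks in control and 2482 in mutant embryos. Of the genes on the X with H3K4me3 at a gene end in control embryos, 30.9% had none in mutant embryos, against 5.66% to 11.04% on the autosomes. H3K27ac peaks on the X numbered 4029 in control and 7722 in mutant embryos. The H3K27ac covered length ratio of the X, 0.887, lay within the autosomal range of 0.857 to 1.249. The ratio of H3K27ac peaks wider than 5 kb was 0.30 on the X and 0.675 to 0.897 on the autosomes.

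**Figure D4:**
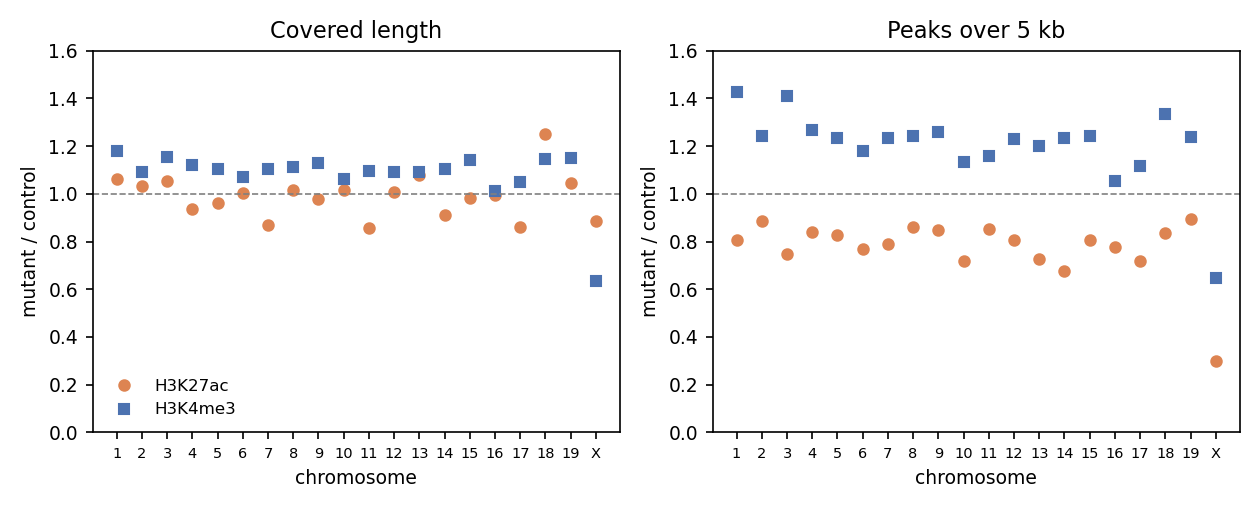
Ratio of mutant to control (y axis, linear) for covered length (left) and for the number of peaks wider than 5 kb (right) on each chromosome (x axis), for H3K27ac (orange circles) and H3K4me3 (blue squares). The X lies at 0.634 for H3K4me3 covered length, where the autosomes lie between 1.01 and 1.18, and at 0.30 for broad H3K27ac peaks, where they lie between 0.675 and 0.897.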

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

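No paired analysis was possible because each group has a single peak list for both of its libraries, which also rules out leaving out a replicate in turn. The planned stricter threshold on peak numbers was not run, since the lists hold no score or p-value. For the overlap shares it was replaced, as planned, by the wider 50% of each list. Common limits on gap and width, and the wider 50% and equal sizes for the intergenic difference, were chosen after the lists had been seen.

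The values that answer a comparison were recomputed under alternatives. Of these recomputed values, 63 were counted as unchanged, 53 as moved and 4 crossed over in direction. Unchanged meant within the counting interval or, for counts and ratios, within 1.5 times the main value. The ratio of broad H3K27ac peaks after merging, 0.989, thus counted as unchanged although the fall had nearly vanished. Each value was judged alone, so a changed order of 2 values was not counted as a crossing. With lists of equal size, for example, the order of control-only and mutant-only H3K27ac genes changed. For the net changes of the preset gene lists, shifts by 1 gene were also counted as unchanged. An example is the H3K27ac change of the 2-cell genes, 0 with windows of 2 kb and -1 with 1 kb. The crossings were the ratio of H3K4me3 peak numbers, 0.988 as deposited, 1.001 on the autosomes and 1.03 under common limits; the ratio of broad H3K27ac peaks, 0.788 above 5 kb and 1.06 above 3 kb; and the intergenic difference of H3K27ac, 2.39 points as deposited and -0.97 points with lists of equal size. The last setting keeps all control peaks and drops the narrow mutant ones, which lie between genes more often than wide ones, so this change of sign follows from its construction. The ratio of H3K27ac peaks wider than 10 kb was 0.44, and that of broad peaks came to 0.989 after merging of peaks less than 1 kb apart, so the fall of broad H3K27ac peaks depends on how neighbouring peaks are joined.

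The overlap shares depended strongly on the criterion. With at least 50% of the peak covered, the shares were 24.9% of control and 24.9% of mutant H3K27ac peaks, and 39.97% of control and 33.9% of mutant H3K4me3 peaks. With a reciprocal overlap of 50% they were 10.6%, 6.72%, 19.5% and 19.7% in the same order. Counting peaks within 1 kb gave 45.9%, 37.4%, 52.4% and 50.04%. In the wider 50% of each list the shares were 55.7%, 45.8%, 64.4% and 62.7%. With lists of equal size they were 35.8% and 44.2% for H3K27ac and 48.2% for control H3K4me3 peaks. Merging of peaks less than 1 kb apart gave 37.3%, 28.9%, 46.3% and 44.2%. On the autosomes they were 39.5% and 32.8% for H3K27ac and 48.7% for control H3K4me3 peaks. Common limits gave 39.9%, 33.05%, 48.5% and 46.1%. Each of the 32 alternative shares was above its own chance share, by 1.79 times (peaks within 1 kb) to 8.68 times (reciprocal overlap). The order of the 2 H3K27ac shares changed with lists of equal size, and that of the H3K4me3 shares with reciprocal overlap. Random placement in place of shifts raised the chance share of control H3K27ac peaks from 19.4% to 20.1%.

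With all annotated genes in place of protein-coding genes, the genes with H3K27ac numbered 14924 in both conditions, 5866 in control only and 8587 in mutant only. Those with H3K4me3 numbered 23310, 4616 and 4351. More genes were counted by construction. Windows of 1 and 5 kb left these counts within 1.5 times.

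The intergenic difference was 5.09 points for H3K27ac by covered bases. In the wider 50% of each list it was 4.42 points for H3K27ac and 2.94 points for H3K4me3. The share of H3K4me3 peaks with H3K27ac was 32.9% in control and 23.9% in mutant embryos with at least 50% covered, and 38.8% and 38.5% after merging. It was 40.85% in control on the autosomes and 35.3% in mutant with lists of equal size. The mutant share was below the control share under each of these settings. The cause of these shifts was not tested.

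The net change in marked genes of the preset lists depended on the window. For H3K27ac, the ribosome biogenesis genes changed by -7 with windows of 2 kb, -13 with 1 kb and -2 with 5 kb. The housekeeping genes changed by -7 and, with 5 kb, by -4. The oocyte genes changed by 3 and, with 5 kb, by 6. The differentiated-tissue genes changed by 5 and, with 1 kb, by 3. For H3K4me3 the differentiated-tissue genes changed by 3 and, with 5 kb, by 0. Of the percentiles of these lists, 8 of 16 moved by more than 10 points when random lists were drawn from all genes without regard to the control state. The percentile of H3K27ac losses went from 22.1 to 82.7 for the ribosome biogenesis genes and from 54.4 to 95.2 for the housekeeping genes, all of which had a control peak to lose. Both percentiles outside the central 95% came inside it, from 1.16 to 3.15 for H3K4me3 losses of the ribosome biogenesis genes and from 98.7 to 94.3 for H3K27ac gains of the oocyte genes. That of H3K4me3 gains of the differentiated-tissue genes left it, from 95.6 to 99.9. Of the 68 gene states of the named genes, 3 lost their peak with windows of 1 kb and 3 gained one with windows of 5 kb.

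The sequencing depth is unknown, so its effect on the counts of peaks could not be assessed. Peaks of 500 bp or less met the other list at 0.894 to 1.23 times the chance rate. Noise and sites that differ between the conditions would both meet the other list near the chance rate. Without separate replicates, condition-specific calls of that width therefore cannot be read as changes between the conditions.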

Other observations

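The tests of splitting, of sensitivity, of one region of the X, of X copy number and of narrower H3K27ac peaks were chosen after the values they use had been seen. The tests under common limits, in the wider 50% of the lists, of gene density, of the 10000 widest peaks and of shared sites of both marks were written before their results. None of the patterns has a replicate behind it, and each explanation below is a hypothesis about these lists.

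The mutant H3K27ac list had more and narrower peaks over the same total length. Different limits in the calling do not account for it alone, because the ratio of peak numbers was still 1.43 under common limits. Splitting of control peaks may account for a small part. The 8811 control peaks that held 2 or more mutant peaks contained 14186 extra mutant peaks, or 31.4% of the difference of 45138. In the opposite direction, mutant peaks held 5003 extra control peaks, which leaves a net 20.3% of the difference. Circular shifts of the mutant list, which meet wide control peaks by chance, gave a net 6.11%. Merging of peaks less than 1 kb apart moved the ratio of peak numbers from 1.58 to 1.49. The mutant list did not simply add peaks to the control list, since 62.5% of the wider 50% of control peaks had a mutant peak. Whether a more sensitive mutant library took part cannot be told, because the agreement of replicate lists is unknown. For H3K4me3, with nearly equal peak numbers, the same share was only 70.6%. The loss of broad H3K27ac peaks nearly vanished, with a ratio of 0.989, when peaks less than 1 kb apart were merged, so part of it may be the same splitting. A weaker or noisier mutant H3K27ac signal, in place of a biological change after injection of the mutant mRNA, stays open. It was not tested, since the lists hold no signal values and no separate replicates.

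The higher intergenic share of H3K27ac in mutant embryos was not limited to narrow peaks near the calling limit. The share of peaks between genes was 39.7% in control and 42.6% in mutant embryos among peaks over 2 to 5 kb, and 34.1% and 36.2% among peaks over 10 kb, whereas among peaks of 500 bp or less it was 55.4% and 54.9%. In the wider 50% of both lists the difference was 4.42 points, which mixes width with condition because the mutant peaks there were narrower. Narrowing accounts for a part of the difference over all peaks, since the control share of each width class applied to the mutant widths gave 47.1%, between the 46.2% of control and the 48.6% of mutant peaks. The difference of -0.97 points with lists of equal size follows from its construction, as it sets all control peaks against the wider mutant peaks. The H3K27ac difference was also uneven along the autosomes. In 10-Mb windows, the ratio of H3K27ac covered length was 1.11 in the 65 windows with 0.5 to 4.1 coding genes per Mb and 0.887 in the 61 windows with 11.9 to 31.4. The corresponding H3K4me3 ratios were 1.12 and 1.08. A shift of acetylation from gene-rich to gene-poor sequence is a possible explanation, and lower enrichment of the mutant libraries is another. Neither was tested.

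Fewer bases lay under both marks in the mutant lists, 100.9 Mb against 135.6 Mb in control. Extra weak H3K27ac peaks by themselves cannot lower the number of shared bases, and among the 10000 widest H3K27ac peaks of each list 57.2% of mutant bases lay under H3K4me3, against 67.2% in control. Those mutant peaks were narrower (from 5619 bp, against 7188 bp), so that comparison mixes width with condition. When the control share of each width class was applied to the mutant widths, 43.3% of mutant H3K27ac bases were expected under H3K4me3, close to the observed 41.02% and below the control 53.9%. Narrowing of H3K27ac peaks may thus account for most of the drop on the H3K27ac side, although narrowing over H3K4me3 domains and loss from them cannot be separated by such a calculation. Seen from H3K4me3, the share was lower in mutant in each width class above 500 bp. Of H3K4me3 bases in peaks wider than 10 kb, 78.6% were under H3K27ac in control and 48.7% in mutant embryos, and in peaks of 500 bp or less 11.7% and 12.03%.

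Condition-specific peaks of the 2 marks, which come from separate libraries, tended to coincide. Mutant-only H3K27ac peaks met mutant-only H3K4me3 peaks at 1.98 times the chance rate, against 1.48 times for control-only H3K4me3 peaks. Control-only H3K27ac peaks met control-only H3K4me3 peaks at 2.05 times chance, against 1.43 times for mutant-only ones. This is consistent with both marks being gained or lost at some of the same sites. The absolute shares were small, at 8.84% and 9.55% of the peaks. Part of each excess over the shifts can come from regional density, which the shifts do not keep. Embryo pools shared by the 2 marks within a condition would produce the same pattern and were not tested.

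H3K4me3 covered length fell on the X chromosome and on no autosome. Under common limits the covered length ratio of the X was 0.632, against 1.01 to 1.18 on the autosomes, which argues against the calling limits. Loss at a single region or gene cluster is argued against by the 10-Mb windows of the X, of which 17 of 17 had a ratio below 1, from 0.48 to 0.804. Low gene density is argued against by 74 autosomal windows as gene-poor as the median window of the X (4.6 coding genes per Mb), whose median ratio was 1.11 and of which 0 fell below the X median of 0.617. In windows of like density, chosen after the values had been seen, the highest X ratio lay below the lowest autosomal ratio, 0.690 against 0.793 with 1.3 to 4.6 genes per Mb and 0.804 against 0.890 with 5.5 to 12.1. Fewer X chromosomes in the mutant pool, for example from a different proportion of male embryos, cannot be told apart from a change of X chromatin. It would lower both marks, and broad H3K27ac peaks on the X did fall to 0.30 of control, below each autosome. The H3K27ac ratios of the X for covered length, 0.887, and peak number, 1.92, were within the autosomal ranges, which decides nothing. In the 10-Mb windows of the X, the H3K27ac ratio was below 1 in 10 of 17, from 0.579 to 1.47. On the autosomes it was below 1 in 125 of 245 windows, so this count does not decide the question. Windows of like gene density do not settle the question for H3K27ac, although the X had the lower median in each comparison. Of the 74 gene-poor autosomal windows, with a median ratio of 1.15, 6 fell below the X median of 0.854. That median covers all 17 windows of the X, including those richer in genes. With 1.3 to 4.6 genes per Mb the median ratio was 1.04 on the X and 1.14 on the autosomes, with 29 of 71 autosomal windows below the X median. With 5.5 to 12.1 genes per Mb it was 0.838 and 1.03, with 7 of 86 below, and in both classes the ranges overlapped. Fewer X chromosomes from more male embryos would also raise signal on the Y. H3K4me3 peaks on the Y fell from 17 to 8 (a ratio of 0.471), but H3K27ac peaks on the Y rose from 0 to 28. These counts are too small to decide. The sex of the embryos is not in the labels. A biological effect of Hdac1 mutant mRNA on the X stays open and untested.

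Peaks on unplaced scaffolds were fewer in the mutant lists for both marks. They numbered 95 in control and 20 in mutant embryos for H3K27ac, and 59 and 24 for H3K4me3, covering 205.7, 24.7, 124.04 and 31.6 kb. No explanation was tested.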
